A study of Homo sapiens with 10 samples. Its data were reported in "Integrin-mediated mTOR signaling drives TGF-β overactivity and myxomatous mitral valve degeneration in hypomorphic fibrillin-1 mice" (2025).

How the data were processed

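Single-cell RNA-seq was made from human mitral valve tissue. The labels list 10 samples and give a tissue and a donor number for each, with no disease state, so all samples form 1 group and no comparison of normal with prolapsing valves was made.

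The authors aligned and counted the reads with Cell Ranger, filtered cells and genes in Seurat and corrected batches with Harmony at the level of principal components. The genome build and annotation behind the counts were not stated. The deposited values are natural log values, ln(1 + 10000 × UMI count / total UMI count of the cell), although the table is called counts. A UMI (unique molecular identifier) marks 1 captured RNA molecule. Counts were worked back by taking the smallest nonzero value of a cell, after reversing the logarithm, as 1 UMI. Among the deposited values, 100% of the 36850244 nonzero values were then whole multiples within a tolerance of 0.01. In 350670 simulated values of the same form, 100% of counts were recovered.

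The table has 29797 genes and 15151 cells and carries no cell or sample names. It was therefore treated as 1 sample. No test was run, and no p-value or standard error is given. Intervals are 95% exact Poisson intervals for counts, exact conditional binomial intervals for ratios of counts and Clopper-Pearson intervals for shares. They cover counting error only and leave out the spread between cells and between donors. The planned tests on sums per sample, the spread between samples and the correlations over samples were not run.

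The table mixes gene symbols of different age. Symbols were paired through Ensembl identifiers between GENCODE release 29 and a newer name table, which gave 331 pairs with both names in the table. Of these, 114 pairs, each name seen in at least 100 cells, never shared a cell, and only these were used to sort cells. Some other pairs at that minimum did share cells, such as AC068282.1 and MAP3K2-DT in 68 cells. Older symbols alone were used by 5619 cells and newer symbols alone by 9492 cells, with 7 cells using both and 33 neither. In column order the cells fall into 6 unbroken stretches that alternate between the symbol sets. The symbol set was treated as a technical batch, and ratios were recomputed within each set. Stretches were used to show how far values vary along the table; they were not taken to be samples. Among the listed genes only CCN5 had rows under both names, which were summed.

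Cells were clustered in scanpy 1.11.5 with leidenalg 0.10.2 (Python 3.11.15) on log-normalized counts, 50 principal components, 20 neighbours, 2000 variable genes without the listed genes, and resolution 0.5, with no batch correction. All deposited cells were kept. A cluster took the name of the class with the highest share of markers detected in at least 20% of its cells, with at least 3 markers needed, and stayed unnamed when its median UMI count was far below that of the whole table with no marker of its class among its 10 leading genes. The markers were fixed before the data were examined; the naming rule was not. Scrublet, run over the whole table, called 38 cells (0.251%) doublets. Whether that is too few could not be checked, because cells were not assigned to samples and no expected count was set. Doublets may have been missed, and none were removed from the main values.

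Class values are CPM (the UMIs of a gene in the class, scaled to 1000000 UMIs of the class), from plain totals. A class with no UMI of a gene was set at a floor of 3 UMIs, which makes the ratio a bound. List medians used genes with at least 10 UMIs over both classes, with intervals from 1000 Poisson draws, and were ranked among 10000 random lists matched on mean CPM. The genes of 6 lists were fixed before the data were examined. The planned rule for naming genes needed samples. In its place, a rule of size was chosen after the data were seen. Genes were named when they differed at least 2-fold in the whole table and had the same direction in both symbol sets. The 2-fold limit was not asked of each set. Up to 5 a direction were named in each list, with ITGB1, ITGA5, FN1, TGFB1 and MTOR always given. A listed gene is not reported here. Shares of cells with a UMI were taken after thinning each cell to 1000 UMIs. Gene positions are those of GENCODE release 29 on GRCh38.

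The calculation of ratios and intervals was checked on simulated counts that held counting error alone. With 200 genes changed by known folds, the intervals held the true ratio for 96.0% of 20856 genes in the comparison with macrophage-like cells. In the comparison with T cell-like cells they held it for 96.1% of 20532 genes. Coverage of about this size was fixed by the way the counts were drawn. It does not show how the intervals hold where UMIs gather in few cells, as with collagens in macrophage-like cells. Sex-linked genes were left out of the lists of leading genes.

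Alternatives covered the clustering resolution, the number of variable genes, shallow cells, doublets, scaling, the filter on low counts, thinning, the mean over cells, a fibroblast-like cluster led by ACTA2 and other genes, and rows of both symbol sets with names merged.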

Results

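Gene expression in human mitral valve tissue was measured by droplet-based single-cell RNA-seq. The labels put the 10 samples in a single group, and their cells were pooled in 1 table of 15151 cells with 103270766 UMIs. According to the paper, the human valves were both normal and prolapsing, so the values below mix these states. Cells held a median of 6213 UMIs, from 309 to 19913, and a median of 2413 genes, from 233 to 4499. The median mitochondrial share was 3.37%. Because cells were not assigned to samples, there are no replicates, and each interval below is a 95% interval for counting error alone.

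The first question was which cell types made up the recovered cells. The paper's methods describe enzyme digestion and sorting of viable cells, and for its mouse data it cautions that yield may differ between cell types. Shares of recovered cells therefore need not be shares of the tissue. Clustering gave 12 clusters. Fibroblast-like cells made up 57.7% of cells (56.9 to 58.5), T cell-like cells 26.5% (25.8 to 27.3) and macrophage-like cells 14.3% (13.8 to 14.9). Endothelial-like cells made up 0.726% (0.597 to 0.874), NK cell-like cells 0.449% (0.349 to 0.569) and mast cell-like cells 0.271% (0.194 to 0.367). The fibroblast-like class joined 5 clusters. All 7 fibroblast markers were detected in each, but HBB and HBA2 were among the leading genes of the largest, and SERPINA3, CCL21, IGKC, CCL19 and ACTA2 were among those of another. GNLY, a marker of NK cells, was among the leading genes of a T cell-like cluster. The T cell-like share was 23.6% at resolution 1.0 and with 4000 variable genes, and 23.5% with merged rows, and in each case a cluster of shallow cells stayed unnamed.

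The pooled intervals understate how far shares varied. Across the 6 stretches of the table, the fibroblast-like share ranged from 30.6% to 90.5%, the macrophage-like share from 6.02% to 37.0% and the T cell-like share from 2.18% to 55.9%.

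**Figure D1:**
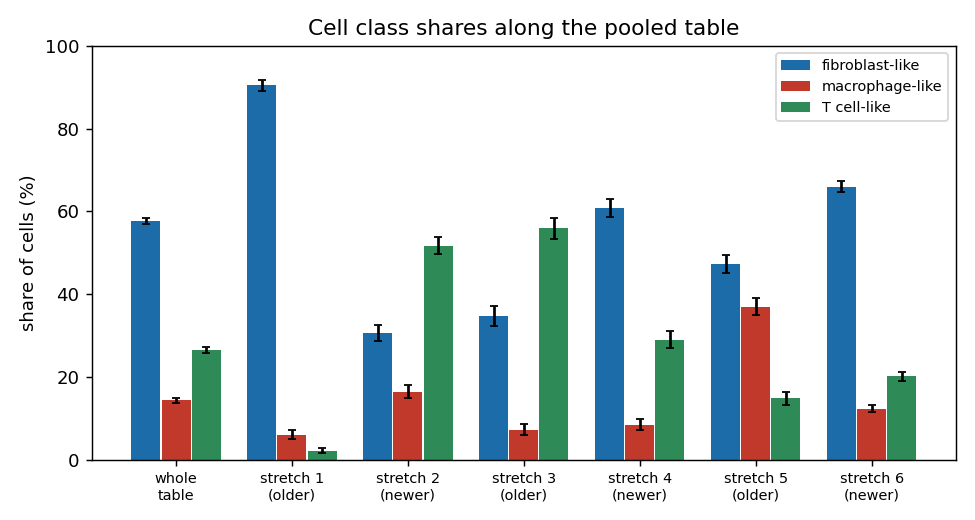
Share of cells (%) in the fibroblast-like, macrophage-like and T cell-like classes in the whole table and in each of its 6 stretches, marked by the age of the gene symbols; error bars are 95% Clopper-Pearson intervals. The fibroblast-like share spans 30.6% to 90.5% over the stretches, far outside the whole-table interval.

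The study centered on integrins as receptors on fibroblasts and macrophages, so integrin genes were compared between these classes. The integrin β1 gene ITGB1 (chromosome 10, 32900319 to 33005792) had 542 CPM (536 to 548) in fibroblast-like cells, 194 CPM (188 to 200) in macrophage-like cells and 310 CPM (302 to 319) in T cell-like cells. The log2 ratio of fibroblast-like to macrophage-like cells was 1.48 (1.44 to 1.53), with 1.06 in cells with older symbols and 1.73 in cells with newer symbols. After thinning, ITGB1 UMIs were found in 40.3% of fibroblast-like, 17.0% of macrophage-like and 23.9% of T cell-like cells, against 87.9%, 72.2% and 59.4% without thinning. Thinning left out 209 fibroblast-like, 111 macrophage-like and 126 T cell-like cells, and median depths before it were 6907, 9622 and 4421 UMIs.

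The integrin α5 gene ITGA5 (chromosome 12, 54395261 to 54419460) went the other way between fibroblast-like and macrophage-like cells. It had 30.7 CPM (29.3 to 32.1) in fibroblast-like, 51.2 CPM (48.2 to 54.4) in macrophage-like and 18.2 CPM (16.2 to 20.2) in T cell-like cells. The log2 ratio of fibroblast-like to macrophage-like cells was -0.74 (-0.85 to -0.63), with -0.77 and -0.69 in the older-symbol and newer-symbol cells.

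Among the other integrin genes, ITGA8 had the highest ratio of fibroblast-like to macrophage-like cells, with a log2 ratio of 7.45 (6.53 to 8.58), followed by ITGA1 at 6.06, ITGA2 at 5.39, ITGA11 at 5.05 and ITGA3 at 4.29. ITGA1 shares its strand and position with PELO, so its counts are less certain, as are those of ITGB2 and AXIN2, which each overlap another gene on their own strand. The lowest ratios were those of some leukocyte integrin genes. ITGB2 had a log2 ratio of -9.72 (-10.27 to -9.23), ITGAX of -9.50, ITGAM of -6.92, ITGA4 of -5.60 and ITGAL of -3.30. After thinning, ITGB2 UMIs were found in 34.2% of macrophage-like cells and in 0.0586% of fibroblast-like cells, and in 86.0% and 0.309% without thinning. The log2 ratios of the 13 integrin genes not named ranged from -1.56 to 3.90, and ITGA6 differed in direction between the symbol sets. ITGB6 had too few UMIs to be used.

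**Figure D2:**
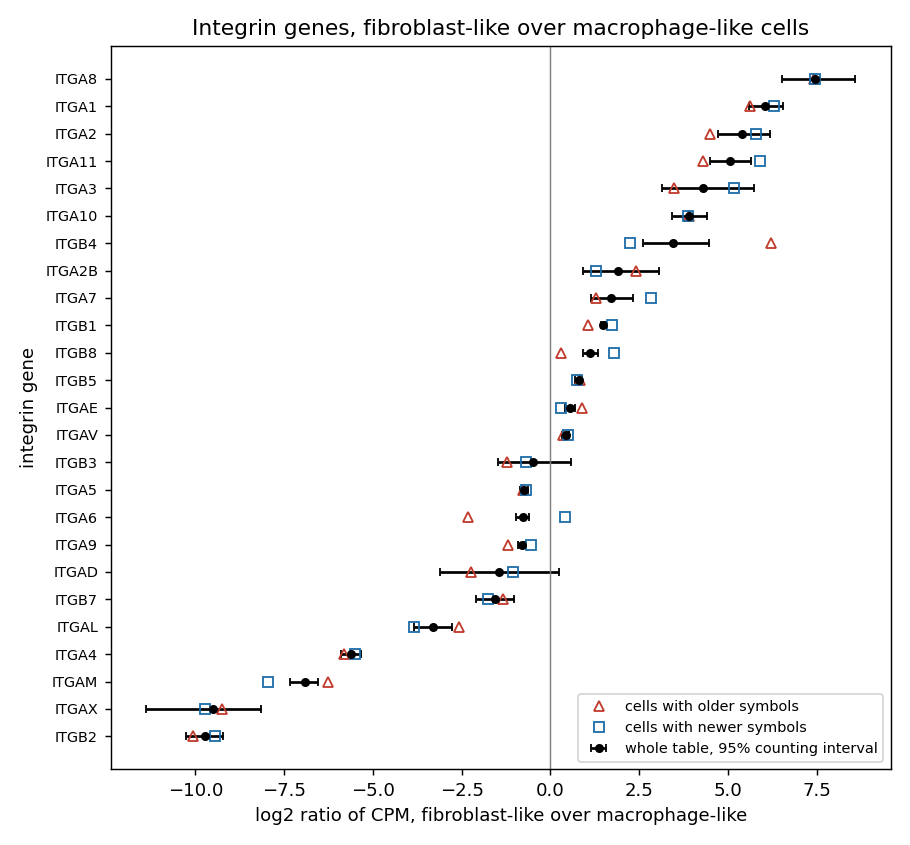
Log2 ratio of CPM in fibroblast-like over macrophage-like cells for integrin genes with at least 10 UMIs; black points with 95% counting intervals are the whole table, and open symbols are cells with older or newer gene symbols, with a class that had no UMI set at 3 UMIs. ITGB1 lies at 1.48, ITGA5 at -0.74 and ITGB2 at -9.72.

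Against T cell-like cells, ITGB1 had a log2 ratio of 0.80 (0.76 to 0.84) and ITGA5 of 0.76 (0.59 to 0.93) in fibroblast-like cells. ITGB5, ITGA11, ITGA8, ITGA9 and ITGB8 had the highest ratios, at 6.89, 5.94, 5.87, 5.58 and 5.58. ITGB2, ITGA4, ITGAL, ITGB7 and ITGAX had the lowest, at -8.58, -6.83, -6.76, -5.23 and -2.80, the last from 4 and 8 UMIs. ITGA3 differed in direction between the symbol sets. ITGB3 had only 2 UMIs in T cell-like cells. Its value in older-symbol cells was a bound set by the floor, so its direction could not be compared between the sets. ITGA2B lay at 0.090 in the whole table but was negative in both symbol sets.

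Fibronectin and collagens were the ligands of interest. FN1 (chromosome 2, 215360440 to 215436172) had 1031 CPM (1023 to 1039) in fibroblast-like, 125 CPM (120 to 130) in macrophage-like and 9.21 CPM (7.87 to 10.7) in T cell-like cells. Fibroblast-like cells held 95.5% of its UMIs in the named classes. Its log2 ratio of fibroblast-like to macrophage-like cells was 3.04 (2.98 to 3.10), with 2.49 and 3.48 in the older-symbol and newer-symbol cells, and against T cell-like cells it was 6.81 (6.59 to 7.03). After thinning, FN1 UMIs were found in 50.5% of fibroblast-like, 6.64% of macrophage-like and 0.693% of T cell-like cells, and in 86.9%, 22.6% and 3.13% without thinning. COL1A1, read here as a gene that macrophages and T cells should lack, was found after thinning in 32.8%, 0.679% and 0.616% of the same classes, so FN1 in T cell-like cells lay near background.

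The 17 matrix ligand genes had a median log2 ratio of fibroblast-like to macrophage-like cells of 6.22 (6.10 to 6.44), at percentile 100 of the random lists. It was 5.66 in older-symbol and 6.78 in newer-symbol cells. In the whole table COL5A2 had the highest ratio at 7.28 (6.69 to 7.96), followed by COL6A2 at 7.20 (6.97 to 7.44). COL1A2, COL4A1 and ELN stood at 6.90, 6.90 and 6.88. The order was not fixed: COL4A1 was highest in older-symbol cells, at 8.16, and COL5A2 in newer-symbol cells, at 7.95. The median moved most when the cells with the highest doublet scores were removed, to 7.92, and it was 7.52 without the 38 called doublets. Of the 254 COL1A2 UMIs in macrophage-like cells, 148 lay in 16 called cells, so the collagen ratios against macrophage-like cells rested on few cells. Against T cell-like cells the median was 6.38 (6.16 to 6.52), with 5.92 and 6.69 in the older-symbol and newer-symbol cells, and COL3A1 stood at 7.44, POSTN at 7.38, COL1A2 at 7.16 and ELN at 6.68.

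**Figure D3:**
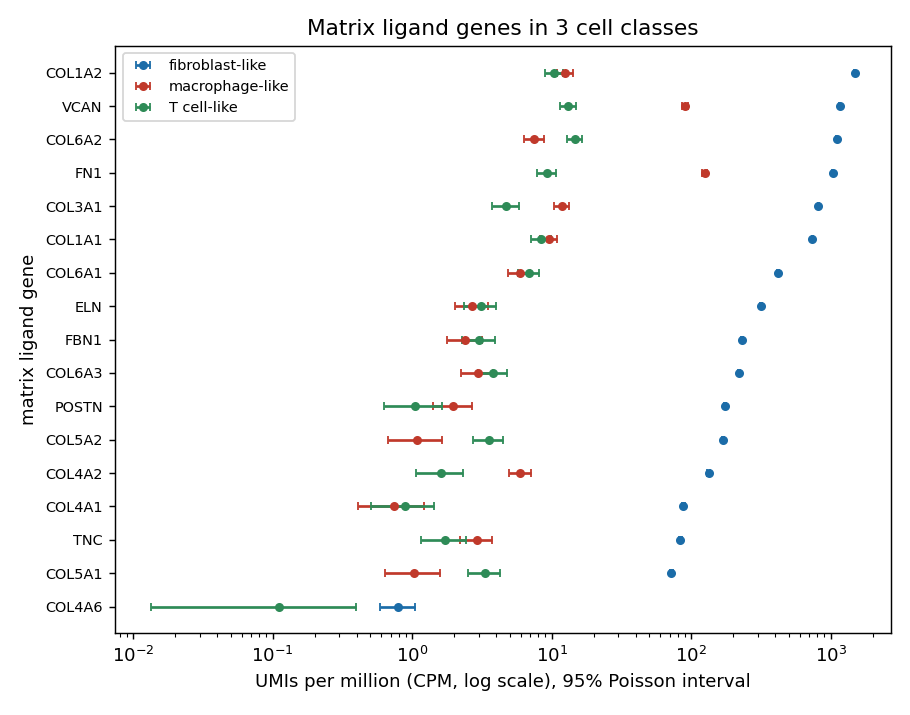
CPM on a log axis of the matrix ligand genes in fibroblast-like, macrophage-like and T cell-like cells, with 95% Poisson intervals; COL4A6, with 0 UMIs in macrophage-like cells, has no point there. FN1 lies at 1031, 125 and 9.21 CPM.

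Plain totals were shifted between classes. Among genes with at least 1000 UMIs over both classes, the median log2 ratio was 0.27 (9349 genes) for fibroblast-like over macrophage-like cells. For fibroblast-like over T cell-like cells it was 0.22 (9239 genes). The term median of all genes refers to these values, which leave out genes with fewer UMIs. Relative to these medians, the integrin list stood at 0.28 and the matrix ligands at 5.95 against macrophage-like cells. Before that shift the integrin list had a median of 0.55 (0.45 to 0.74), at percentile 86.5 of the random lists, and so did not stand apart from them. It was 0.83 and 0.50 in the older-symbol and newer-symbol cells. Against T cell-like cells it was 0.80 (0.75 to 1.26), at percentile 93.5, with 0.98 and 2.01 in the older-symbol and newer-symbol cells and a range from -0.016 to 1.79 over the stretches.

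Genes of TGF-β signaling were compared next. TGFB1 (chromosome 19, 41301587 to 41353911) had 80.1 CPM (77.9 to 82.4) in fibroblast-like cells, 308 CPM (300.4 to 316) in macrophage-like cells and 517 CPM (507 to 528) in T cell-like cells. Its log2 ratios of fibroblast-like to the other classes were -1.94 (-2.00 to -1.89) and -2.69 (-2.74 to -2.64). Against macrophage-like cells the TGFB1 ratio was -1.41 in older-symbol and -2.54 in newer-symbol cells. Against T cell-like cells it was -2.53 and -3.11. LTBP1, TGFB3, LTBP2 and SMAD3 were higher in fibroblast-like than in macrophage-like cells, with log2 ratios of 7.12, 4.60, 4.09 and 1.18. Against T cell-like cells, LTBP2, LTBP1, TGFB3 and TGFB2 had log2 ratios of 6.11, 5.86, 4.34 and 3.50, and SMAD7 of -1.58. TGFBR2 lay near 0, at 0.15 and 0.19, and became -0.12 against macrophage-like cells under both scalings and -0.031 and 0.024 against T cell-like cells relative to the median of all genes and to the trimmed mean. SMAD3 lay at 0.065 against T cell-like cells and became -0.16 and -0.10. Directions against T cell-like cells also differed between older-symbol and newer-symbol cells for SMAD3, at 0.39 and -0.40. The same held for TGFBR2, at -0.048 and 0.29, and for SMAD2, at -0.57 and 0.053. The list had medians of 0.76 (0.66 to 0.87) and 0.31 (0.24 to 0.37), at percentiles 96.4 and 77.5. They were 0.97 and 0.55 in the older-symbol and newer-symbol cells against macrophage-like cells, and 0.49 and 0.32 against T cell-like cells, where the stretches ranged from -0.34 to 0.97. Relative to the median of all genes, the list stood at 0.49 and 0.086.

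Genes of PI3K and mTOR signaling differed little between fibroblast-like and macrophage-like cells as a list, with a median of -0.046 (-0.090 to 0.016) at percentile 20.8. The value was 0.021 in older-symbol and 0.084 in newer-symbol cells, and -0.32 relative to the median of all genes. Against T cell-like cells the median was 0.45 (0.34 to 0.51), at percentile 84.6, and 0.23 relative to the median of all genes. It was 0.33 and 0.29 in the older-symbol and newer-symbol cells, both below the pooled interval, and over the 6 stretches it ranged from -0.37 to 0.48, with the pooled direction in 4. MTOR (chromosome 1, 11106535 to 11262507) had 11.2 CPM (10.4 to 12.03) in fibroblast-like, 14.0 CPM (12.4 to 15.7) in macrophage-like and 14.1 CPM (12.4 to 16.0) in T cell-like cells. Its log2 ratio to macrophage-like cells was -0.32 (-0.52 to -0.12), but it was 0.10 after thinning. PIK3CD had log2 ratios of -2.46 and -3.80 against macrophage-like and T cell-like cells, and EIF4EBP1 of -1.69 against macrophage-like cells. RICTOR and AKT1 differed in direction between the symbol sets against macrophage-like cells.

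Chemokine genes were included because the study linked these pathways to leukocyte recruitment. CCL2 had 483 CPM (478 to 488) in fibroblast-like, 375 CPM (367 to 384) in macrophage-like and 4.80 CPM (3.84 to 5.92) in T cell-like cells. CXCL12 was higher in fibroblast-like cells, with log2 ratios of 2.81 and 6.66 against macrophage-like and T cell-like cells. CXCR4 was lower, at -4.26 and -7.00, as was CCL5, at -2.31 and -8.88. CCL5 had 15.7 CPM in macrophage-like cells, against 1498 CPM in T cell-like cells. Its log2 ratio to macrophage-like cells ranged from -5.05 to -1.22 over the stretches. CCR2 had only 4 UMIs in fibroblast-like cells, with a log2 ratio of -7.39 (-9.28 to -6.01) to macrophage-like cells and of -8.73 to T cell-like cells. In the Wnt list, CCN5 had log2 ratios of 7.88 and 6.17 and AXIN2 of 4.59 and 1.51. WIF1, with 69 UMIs in fibroblast-like cells, had log2 ratios of 4.47 (1.95 to 9.80) and 1.31 (0.25 to 2.57), the former from 1 UMI in macrophage-like cells.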

Values the study reported

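The study reported 5 primary cell types in human mitral valves: fibroblasts, macrophages, endothelial cells, T cells and mast cells. Its methods state that cells with fewer than 200 or more than 5,000 genes were left out, as were cells above 10% mitochondrial expression and genes found in fewer than 3 cells.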

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

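The test of the spread of HBB over cell classes was set out before its values were seen; the tests of HBB by symbol set, in their present form, and the tests of clusters by symbol set were chosen after. No biological explanation was tested, because the labels give 1 group.

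Hemoglobin UMIs appeared in genes of no list. The table held 28529 HBB UMIs, of which 28192 lay in newer-symbol cells and 309 in older-symbol cells. The lowest HBB CPM of a newer-symbol stretch was 2.83 times the highest of an older-symbol stretch. Cells with an HBB UMI made up 0.332%, 14.7% and 1.64% of the older-symbol stretches and 5.04%, 36.4% and 28.8% of the newer-symbol stretches. An annotation that counts these reads only with the newer symbols is argued against, because older-symbol cells had 7.19 CPM of HBB (6.41 to 8.04), with 7, 269 and 34 UMIs in their stretches, and 66 HBA1 and 137 HBA2 UMIs. An annotation that counts fewer of them with the older symbols stays open, because symbol set and library cannot be separated. Free blood RNA spread evenly over droplets is argued against as the main source. In the stretch that held 88.3% of HBB UMIs, the mean per cell differed 12.5 times between the highest class (fibroblast-like, 5.90 UMIs) and the lowest (macrophage-like, 0.472), and the top 1% of cells held 92.3% of its HBB UMIs. A low, widespread part remains open to that source, since 24.7% of fibroblast-like, 25.8% of macrophage-like and 43.9% of T cell-like cells there had an HBB UMI. Droplets that also held a red blood cell were not tested.

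Rows with UMIs only in cells that carry older symbols numbered 1981, nearly all outside the listed genes. The exceptions were WISP2, an older name whose row was summed with that of CCN5, and ITGB6, which had too few UMIs to be used. Rows seen only in older-symbol cells held 0.936% of the UMIs of older-symbol cells, and rows seen only in newer-symbol cells held 1.46% of theirs. With all rows, 88.6% of fibroblast-like and 73.6% of T cell-like cells lay in clusters more than 90% from 1 symbol set. After rows were restricted to those of both sets and names merged, this fell to 0% of T cell-like cells, so the rows may account for the split of that class, although 457 cells then stayed unnamed. For fibroblast-like cells it was 93.9%, but that value hangs on the cutoff. The largest cluster, of 4063 cells, held 9.52% older-symbol cells, against 0.629% in the largest cluster with all rows, and with a cutoff at 95% the value was 41.6%. Without a cutoff, an average of 95.1% of the cells in a fibroblast-like cell's cluster shared its symbol set with all rows and 87.4% with merged rows, where even mixing would give 52.6%. Merging therefore mixed part of the class, and what was left argues against the rows as the whole cause. The same measure for T cell-like cells fell from 91.1% to 59.2%, where even mixing would give 57.5%. Other differences between the pooled libraries, such as donor, disease state or preparation, remain open and were not tested.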

How the results depend on the processing

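Scaling, the mean over cells, removal of the highest doublet scores, removal of the ACTA2-led cluster, merged rows, and the resolution and thinning settings against T cell-like cells were chosen after seeing the data; the other alternatives were planned. Of the 113 values for shares and list medians under alternatives, 78 stayed within the counting interval and 35 moved. No list median whose interval excluded 0 changed sign.

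With the highest doublet scores removed, shares were 56.3% fibroblast-like, 27.9% T cell-like, 0.556% endothelial-like and 0.183% mast cell-like. The T cell-like share was 23.6% at resolution 1.0, 23.6% with 4000 variable genes and 23.5% with merged rows, because a cluster of shallow cells with T cell markers stayed unnamed.

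For fibroblast-like over macrophage-like cells, trimmed-mean scaling gave medians of 0.28 for integrins, 5.94 for matrix ligands, 0.49 for TGF-β and -0.32 for PI3K-mTOR genes, and median-ratio scaling 0.28, 5.95, 0.49 and -0.32, as a constant shift must. The mean over cells gave 0.89 for TGF-β and 0.049 for PI3K-mTOR genes, and thinning 6.45 for matrix ligands, 0.95 for TGF-β and 0.047 for PI3K-mTOR genes; the cause was not tested. Matrix ligands stood at 7.52 without called doublets and 7.92 without the highest doublet scores.

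For fibroblast-like over T cell-like cells, trimmed-mean scaling gave 0.64 for integrins, 0.14 for TGF-β and 0.29 for PI3K-mTOR genes, and median-ratio scaling 0.58, 6.16 for matrix ligands, 0.086 and 0.23. Resolution 1.0 gave 1.29 for integrins and 0.45 for TGF-β genes, and thinning 0.21 for TGF-β and 0.33 for PI3K-mTOR genes; the cause was not tested. Matrix ligands stood at 6.72 without called doublets and 7.26 without the highest doublet scores.

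Of the 537 values for single named genes, 396 stayed within the interval, 140 moved without changing sign and 1 reversed. The reversal was MTOR against macrophage-like cells, at 0.10 after thinning, where the cause was not tested. Outside these values, TGFBR2 in both comparisons, and SMAD3 and ITGA2B against T cell-like cells, changed direction under at least 1 scaling.

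Not run were the alternatives that need samples (centering by sample, the sample block, 50 cells per sample, leaving samples out, spread between samples and correlations) and the planned size factors and Wald test, which need counts by sample; scaling by the median ratio took the place of the size factors. No cell lay past the study's stated limits, so that removal changed nothing. The mean over cells gave no matrix ligand median against macrophage-like cells, and thinning gave no ratio for ITGA8, COL5A2, WIF1 and CCR2 against macrophage-like cells or for CCR2 against T cell-like cells, because a class had no UMI left.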

Other observations

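The tests of FN1 and collagen UMIs were chosen after their values were seen. No biological explanation was tested, because the labels give 1 group.

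Macrophage-like cells held UMIs of FN1 and of collagens. Doublets with a fibroblast are argued against as the source of most FN1. The share of fibroblast-like RNA set by the COL1A1, COL1A2 or COL3A1 UMIs of the class would bring at most 11.9% of its FN1 UMIs, with 14.3% and 10.1% in the older-symbol and newer-symbol cells, and at most 32.5% with the profile of any single fibroblast-like cluster. Free fibroblast RNA is argued against too. FN1 CPM was 13.6 times higher in macrophage-like than in T cell-like cells (11.6 to 16.0), with 19.7 in older-symbol and 10.997 in newer-symbol cells, whereas the same ratio was 1.13 for COL1A1, 1.20 for COL1A2 and 2.51 (1.95 to 3.26) for COL3A1. For the collagens, doublets stay open. The 16 macrophage-like cells called doublets held 63.1% of the class's COL1A1, COL1A2 and COL3A1 UMIs but 0.658% of all its UMIs. For doublets this decides nothing, because such transcripts lead to the call and how many doublets the caller missed is unknown. Free RNA spread evenly over cells is argued against as the source of that 63.1%, however the cells were picked. For the collagen UMIs in the other macrophage-like cells, free RNA stays open too.

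ITGA5, looked at in this class after its values were seen, had 251 CPM (222 to 283) in the 110 endothelial-like cells, from 263 UMIs, above the values in the 3 larger classes.

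No cell held 4500 genes or more, while 773 cells held from 4000 to 4500. No cell held 20000 UMIs or more, while 55 held from 18000 to 20000. The table kept 456 genes seen in 1 or 2 cells and 2851 seen in none. The highest mitochondrial share was 9.99%.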
